# A gene signature can predict risk of MGUS progressing to multiple myeloma

**DOI:** 10.1186/s13045-023-01472-y

**Published:** 2023-06-29

**Authors:** Fumou Sun, Yan Cheng, Jun Ying, David Mery, Samer Al Hadidi, Visanu Wanchai, Eric R. Siegel, Hongwei Xu, Dongzheng Gai, Timothy Cody Ashby, Clyde Bailey, Jin-Ran Chen, Carolina Schinke, Sharmilan Thanendrarajan, Maurizio Zangari, Siegfried Janz, Bart Barlogie, Frits Van Rhee, Guido Tricot, John D. Shaughnessy, Fenghuang Zhan

**Keywords:** Multiple myeloma, Monoclonal gammopathy of undetermined significance (MGUS), Gene expression profiling, Gene signature, Prediction model

## Abstract

Multiple myeloma is preceded by monoclonal gammopathy of undetermined significance (MGUS). Serum markers are currently used to stratify MGUS patients into clinical risk groups. A molecular signature predicting MGUS progression has not been produced. We have explored the use of gene expression profiling to risk-stratify MGUS and developed an optimized signature based on large samples with long-term follow-up. Microarrays of plasma cell mRNA from 334 MGUS with stable disease and 40 MGUS that progressed to MM within 10 years, was used to define a molecular signature of MGUS risk. After a three-fold cross-validation analysis, the top thirty-six genes that appeared in each validation and maximized the concordance between risk score and MGUS progression were included in the gene signature (GS36). The GS36 accurately predicted MGUS progression (C-statistic is 0.928). An optimal cut-point for risk of progression by the GS36 score was found to be 0.7, which identified a subset of 61 patients with a 10-year progression probability of 54.1%. The remainder of the 313 patients had a probability of progression of only 2.2%. The sensitivity and specificity were 82.5% and 91.6%. Furthermore, combination of GS36, free light chain ratio and immunoparesis identified a subset of MGUS patients with 82.4% risk of progression to MM within 10 years. A gene expression signature combined with serum markers created a highly robust model for predicting risk of MGUS progression. These findings strongly support the inclusion of genomic analysis in the management of MGUS to identify patients who may benefit from more frequent monitoring.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s13045-023-01472-y.

## To the editor

Multiple myeloma (MM) is preceded by monoclonal gammopathy of undetermined significance (MGUS) [1, 2] with a 1.0% annual risk of MGUS progressing to MM [3]. MM patients with a prior known MGUS have better overall survival than those without prior MGUS [4]. At present, using serum markers, MGUS patients can be stratified into clinical risk groups that estimate the risk of progression from MGUS to MM, leading to the development of clinical consensus guidelines [5, 6]. Recently, the Dana-Farber Cancer Institute established the PANGEA model, which included bone marrow plasma cell percentage (BMPC%) in the prediction of myeloma progression, improving the accuracy of prediction [7]. They do not incorporate genetic or whole genome characteristics. All genetic changes associated with myelomagenesis are also present at the MGUS stage [8]. A robust high-risk molecular signature predicting MGUS progression is lacking.

To address this gap, 374 consecutive MGUS patients with baseline gene expression profiling (GEP) data were enrolled to establish the risk model. Of these, 40 patients progressed to MM within 10 years (progressing group), while 334 MGUS had not progressed (stable group). The clinical characteristics of the cohorts are shown in Additional file 2: Table S1. Microarray analysis was performed on mRNA from patients’ plasma cells. 

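Plasma cells, the antibody-secreting cells that form the clone in MGUS, had been selected from bone marrow by their surface protein CD138, and their mRNA was hybridised to 1 Affymetrix U133 Plus 2.0 array per patient. The values analysed here cover 358 arrays, 39 from the progressing group and the others from the stable group, and the arrays of the other patients were not analysed here. An array holds 54613 probesets, each a set of short oligonucleotides against one transcript or a few close relatives. The platform annotation gave 1 gene symbol for 41091 probesets, several for 1801 and none for 11721. The authors had computed each signal with MAS 5.0 and scaled each array globally, so the deposited values are linear intensities. The trimmed mean signal of an array had a median of 498.2 in the progressing group (range 464 to 556) and of 498.7 in the stable group (range 477 to 618). From there, signals were set to at least 1 and log2-transformed, and the progressing group was compared with the stable group by limma with Benjamini-Hochberg adjustment over 54518 probesets. Probesets of XIST, TSIX and Y-linked genes were left out. The median log2 signal of an array was 7.54 ± 0.35 (SD, n = 39) in the progressing group and 7.67 ± 0.27 (SD) in the stable group. Signals are written with 1 decimal on 65 arrays, with up to 3 decimals on 140 and as whole numbers on the others, and 15, 9 and 15 of these arrays, or 23.1%, 6.43% and 9.80%, belong to the progressing group (permutation test, two-sided, p = 0.00125). This number format was treated as a batch, both as a block in limma and by repeating comparisons within each format. The number of arrays, above all of progressing patients, limits the precision of every value. In simulated data with these group sizes limma recovered 88 of 100 probesets changed by 1 log2 unit and 33 of 100 changed by 0.5, with 9 false calls among 54518 probesets. The simulated noise was independent between probesets, had the same SD in both groups and held no number format. The rates in the real data may therefore differ.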

We used three-fold cross-validation to identify the gene list. The top thirty-six genes that appeared in each validation and maximized the concordance between risk score and MGUS progression were included in the “gene signature 36” (GS36) (Additional file 2: Table S2). 

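HGF, a growth factor that malignant plasma cells are known to secrete, had a mean log2 signal of 9.05 ± 1.86 (SD, n = 39) in the progressing group and 7.80 ± 2.03 (SD) in the stable group. This is a difference of 1.25 (standard error 0.34, adjusted p = 0.021 from limma), and 28 of 39 progressing patients lay above the stable median. CDH1, which encodes E-cadherin, was lower by 1.76 log2 units (a log2 difference of -1.76, standard error 0.43, adjusted p = 0.0079), and 33 of 39 progressing patients lay under the stable median, but it is a dim probeset and no longer passed with a floor at a log2 signal of 7 (-0.81, adjusted p = 0.11). FCRLB, an Fc receptor-like gene of the B lineage, and CLPB, a mitochondrial disaggregase, were each higher by 1.03, and AZGP1, a secreted glycoprotein, by 0.96. CLPB is dim and its difference was 0.52 with that floor, and FCRLB and AZGP1 no longer passed with Welch's t-test (adjusted p = 0.054 and 0.20). Of 10 measured genes of the NF-kB response in myeloma, listed before the data were examined, 7 were lower and none was higher, and adjusted over the list alone all 10 were lower. They include RELB (-0.43) and NFKB2 (-0.51), subunits of the noncanonical pathway, and TNFAIP3 (-0.61), an inhibitor of NF-kB signalling, which no longer passed after median centring (adjusted p = 0.072, 0.11 and 0.056). WNT10A of GS36 is also among them. Its decrease was known from Table S2, drawn from a cohort that includes these patients, so it is not independent evidence. Of 25 genes of MYC targets and ribosome biogenesis, 7 were higher and none was lower (11 higher when adjusted over the list alone), among them GART (0.43) and PAICS (0.32) of purine synthesis and RRS1 (0.55) and NOLC1 (0.28) of ribosome assembly. Of 17 aminoacyl-tRNA synthetases, which charge tRNAs with amino acids, 4 were higher and none was lower (11 higher and 1 lower when adjusted over the list alone), namely LARS1 (0.38), FARSB (0.59), IARS1 (0.33) and TARS1 (0.38). With Welch's t-test 2 of the NF-kB genes, 4 of the MYC list and FARSB alone of the synthetases passed. The shifts of these 3 lists also passed camera with an estimated correlation (adjusted p = 0.0047 for NF-kB, 0.0029 for the MYC list and 0.013 for the synthetases). Of 23 proliferation genes none passed limma or either t-test, with 8 higher and none lower at an unadjusted p under 0.05. Their shift against other genes in camera (adjusted p = 5.64e-08) was lost with an estimated correlation (adjusted p = 0.15). MYC itself was 0.66 higher with an adjusted p of 0.057 over all probesets, and passed when adjusted over its list of 14 cyclin D and translocation targets alone. CCND1 (0.84, adjusted p = 0.29) and CCND2 (-0.98, adjusted p = 0.13) did not pass. Over all 54518 probesets limma called 382 higher and 976 lower in the progressing group, or 0.701% and 1.79%. With each array centred on the same median, which moved the median of all log2 differences by 0.13, from -0.09 to 0.04, 1.93% were higher and 0.581% lower, and with the number format as a block 0.349% were higher and 1.05% lower. Within the arrays with whole numbers, 1 decimal and 3 decimals, the median log2 difference was -0.43, -0.22 and -0.62 for the NF-kB list, 0.17, 0.29 and -0.0012 for the MYC list and 0.25, 0.21 and 0.21 for the synthetases.

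**Figure D1:**
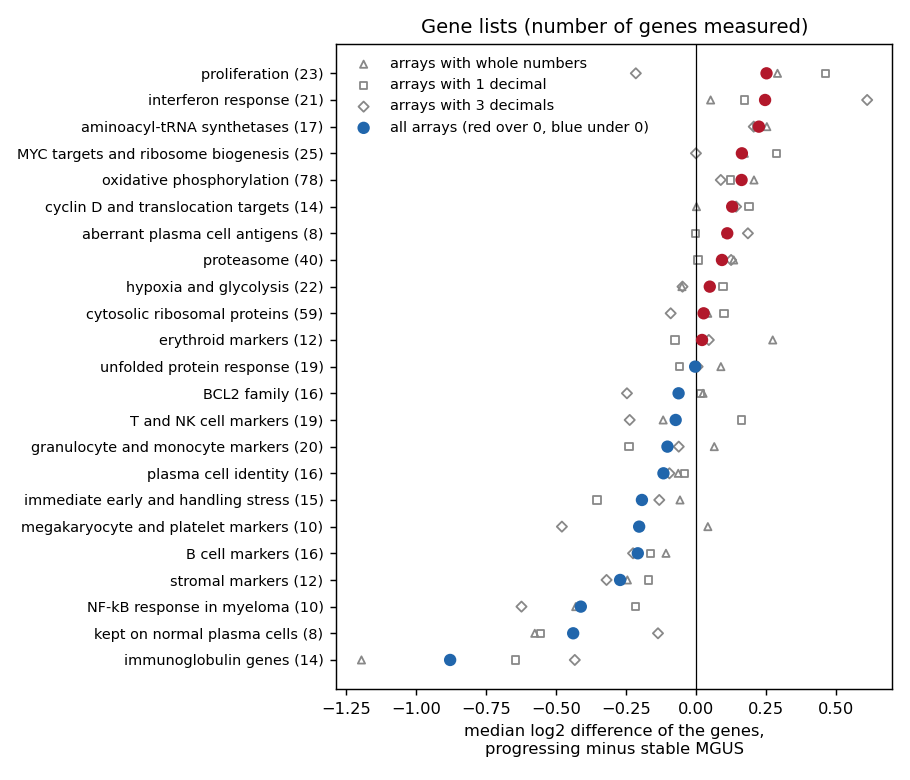
Median log2 difference between the progressing group (n = 39) and the stable group over the genes of each list, on the horizontal axis in log2 units, with the number of genes measured in parentheses. Filled points are all arrays and open symbols the arrays of each number format; the NF-kB list (-0.41) lies under 0 and the aminoacyl-tRNA synthetases (0.22) lie over 0 in all 3 formats.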

The GS36 score accurately predicted MGUS progression (Harrell's C-statistic is 0.928) (Fig. 1A). 

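The GS36 score was 1.14 ± 0.67 (SD, n = 39) in the progressing group and -0.32 ± 0.72 (SD) in the stable group. The difference of the means was 1.46 (standard error 0.12, permutation test, two-sided, p = 1e-05, the smallest that 100000 resamples can give). This difference was also larger than the SD of either group. The C-statistic, here the area under the ROC curve for progressing against stable patients because follow-up times were not used, was 0.923 (95% DeLong interval 0.879 to 0.967). Within the arrays with whole numbers, 1 decimal and 3 decimals it was 0.946, 0.897 and 0.878. The probesets of the score were chosen by the authors on a cohort that includes these patients, so this value is not independent evidence.

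**Figure D2:**
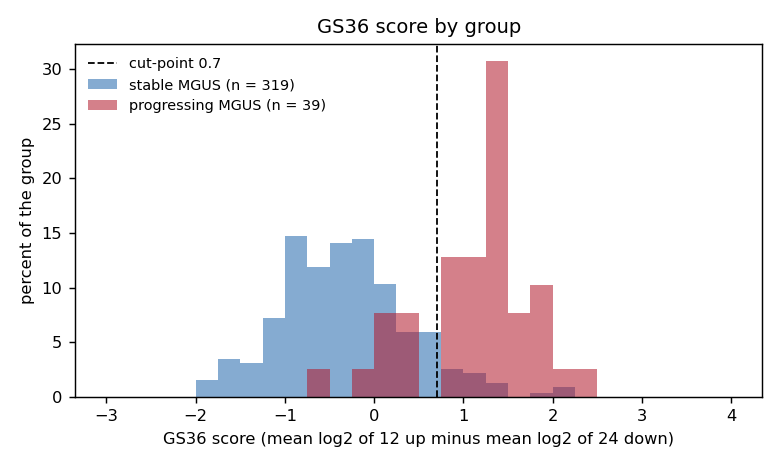
Percent of the stable group (blue) and of the progressing group (red, n = 39) in each bin of the GS36 score, with a dashed line at the cut-point of 0.7. The stable group centres near its mean of -0.32 and the progressing group near 1.14.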

An optimal cut-point for risk of progression by the GS36 score was 0.7. 

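On these arrays the mean of sensitivity and specificity was highest at a GS36 score of 0.806, where 79.5% of the progressing group scored at or over the cut-point and 93.1% of the stable group under it. In 1000 bootstrap resamples of the patients, 95% of such cut-points lay between 0.0008 and 0.977, a range that holds 0.7. The paper's methods describe this rule for a cutoff and also name the X-tile software as the source of the cut-point. X-tile was not run here, so 0.806 and 0.7 may come from different rules.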

Among 40 progressing patients, 33 patients had a GS36 ≥ 0.7, yielding a sensitivity of 82.5%. 

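Of the 39 progressing patients analysed here, 31 had a score of at least 0.7, a sensitivity of 79.5% (95% Clopper-Pearson interval 63.5 to 90.7%). By number format these were 12 of 15 patients with whole numbers, 12 of 15 with 1 decimal and 7 of 9 with 3 decimals. When log2 signals under 7 were set to 7, which compresses dim probesets such as FAM133A and MAPRE2, 27 patients reached 0.7.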

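Most stable patients scored under 0.7. The specificity was 91.2% (95% Clopper-Pearson interval 87.6 to 94.1%), and 28 stable patients scored at or over 0.7. The latter were 5.80% of the stable patients with whole numbers (8 patients), 18% of those with 1 decimal (9 of 50) and 8.40% of those with 3 decimals (11 patients). Stable patients of the 1-decimal format scored 0.44 higher on average than the other stable patients (permutation test, two-sided, p = 0.0001).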

For the 334 stable patients, only 28 patients had GS36 ≥ 0.7, yielding a specificity of 91.6%. Among the 61 GS36 ≥ 0.7 patients, 33 patients progressed to MM, yielding a probability of MM progression of 54.1%. 

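On the arrays analysed here, 59 patients had a score of at least 0.7 and 31 of them belonged to the progressing group, a positive predictive value of 52.5% (95% Clopper-Pearson interval 39.1 to 65.7%). The score class and the outcome group were associated (Fisher's exact test, two-sided, p = 3.58e-21), but the probesets and the cut-point were chosen on a cohort that includes these patients, so this is not independent evidence. The score had a positive predictive value of 42.7% without its 3 immunoglobulin probesets, with 32 progressing and 43 stable patients at or over 0.7. Leaving them out moved the stable mean from -0.32 to 0.025, so 0.7 is not matched to that score. At its own optimal cut-point of 0.874 the sensitivity was 82.1% and the specificity 90.3%. A positive predictive value also depends on how many progressing patients the cohort holds, here 39 of 358.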

For the 313 GS36 < 0.7 patients, only 7 patients developed MM, yielding a probability of MM progression of 2.2% (Fig. 1B). 

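Among the patients analysed here with a score under 0.7, 8 belonged to the progressing group, or 2.68% of those under it (95% Clopper-Pearson interval 1.16 to 5.20%). This is a negative predictive value of 97.3% (95% Clopper-Pearson interval 94.8 to 98.8%).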

Details of methods are provided in Additional file 3.

**Fig. 1:**
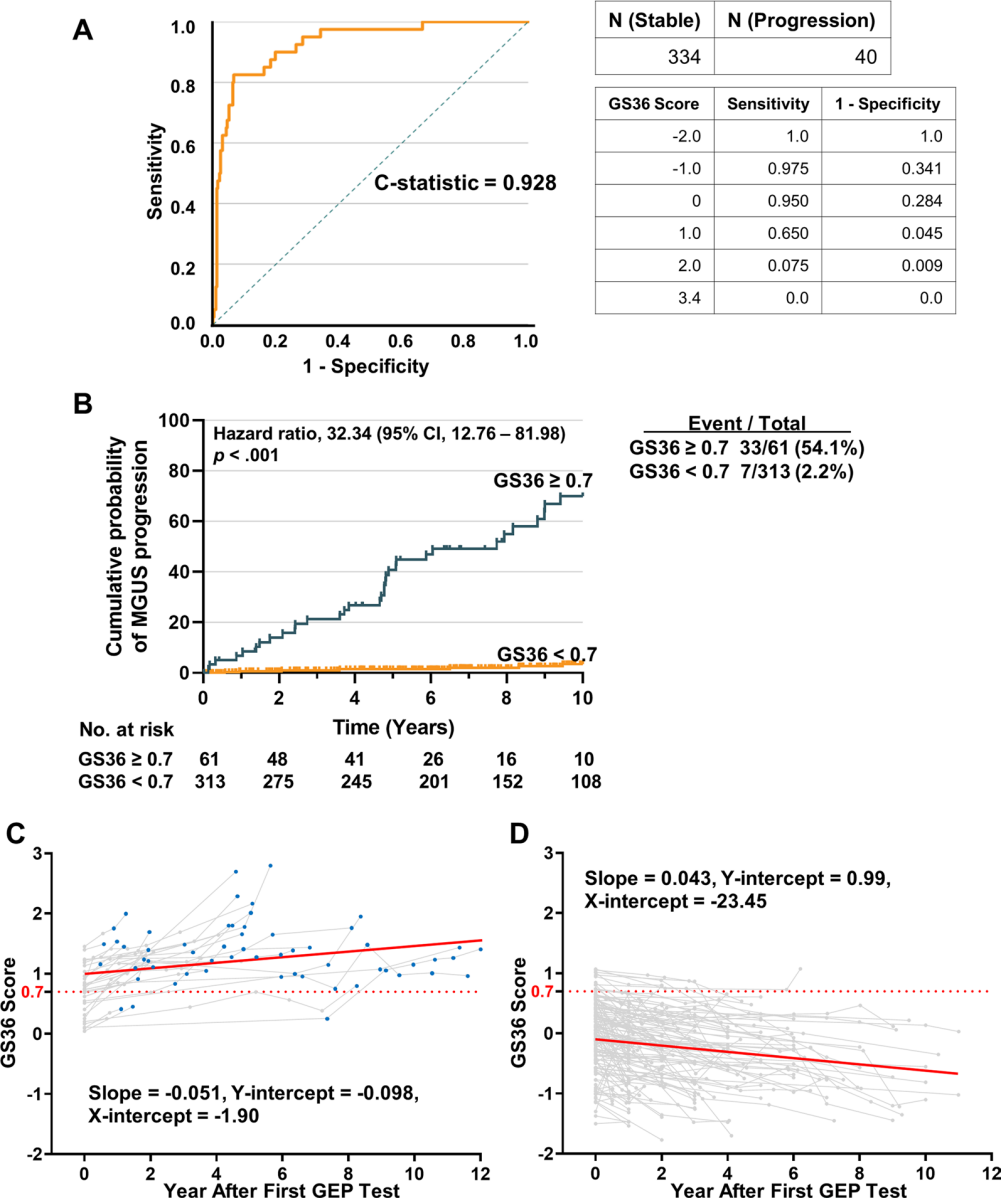
GS36 predicted MGUS progression. (**A**) MGUS Time-to-progression Curves in the GS36. Receiver operating characteristic curve (ROC) based on GS36. The C-statistic of ROC is 0.928. (**B**) Time-to-progression curve based on GS36. Among 40 patients who developed MM in 10 years, 33 patients had a GS36 ≥ 0.7 or test positive (T+), yielding a sensitivity of 82.5%. For the remaining 334 stable patients, only 28 patients had GS36 ≥ 0.7, yielding a false positive rate of 8.4% or a specificity of 91.6%. Also, 61 patients were identified to have T+ , while the remaining 313 patients tested negative (T−) or had their GS36 < 0.7. Among the 61 T+ patients, 33 patients progressed to MM in 10 years, yielding a positive predictive value (PPV) of 54.1%. For the 313 T− patients, only 7 patients developed MM in 10 years, yielding a probability of MM progression of 2.2%, or a negative predictive value (NPV) of 97.8%. (**C**) A total of 593 serial microarray analyses were performed on CD138-selected bone marrow samples from 174 MGUS cases with a baseline sample. The GS36 score invariably increased as the patients transitioned from MGUS into MM. (**D**) The GS36 score decreased in the group without progression to MM. Each grey line in the plot represents a unique patient and each point represents a unique GS36 score at that time. Blue point represents the patient at MM stage. Red line is the general trend line

Comparison with GEP70 showed that GS36 was better at predicting progression (Additional file 1: Fig. S1). Supervised clustering revealed that 24 genes were down-regulated and 12 up-regulated in high-risk MGUS cell samples (Additional file 1: Fig.S2). 

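All 12 up-regulated probesets were higher and all 24 down-regulated probesets were lower in the progressing group at an adjusted p under 0.05 from limma, the largest adjusted p being 0.0088 (also 36 of 36 when adjusted over the list alone). The study chose these probesets on a cohort that includes these patients, so the count is not independent evidence of their direction. FAM133A rose most, from a mean log2 signal of 6.49 ± 2.24 (SD) in the stable group to 8.49 ± 1.95 (SD, n = 39) in the progressing group, a difference of 2.00. It is a dim probeset, and with a floor at a log2 signal of 7 the difference was 1.07. The other 11 rose by less than 0.6 log2 units. They include BZW2, a regulator of translation initiation, which rose by 0.50 (standard error 0.08, adjusted p = 3.21e-06), PNPT1, the mitochondrial polynucleotide phosphorylase, which rose by 0.36, and CTPS1, which makes the nucleotide CTP, which rose by 0.46. BAG1, a co-chaperone of HSP70, was higher by 0.38, PSMG4, a proteasome assembly factor, by 0.53, DPH6, an enzyme of diphthamide synthesis, by 0.42 and MTRR, a reductase that keeps methionine synthase active, by 0.31. BAG1 lay above the stable median in 35 of 39 progressing patients. Among the down-regulated genes, CELSR1, a cadherin of planar cell polarity, fell by 1.23 (standard error 0.21; -0.63 with a floor at a log2 signal of 7), CSF2RB, the shared chain of the receptors for GM-CSF, IL-3 and IL-5, by 1.06 (0.20) and MAPRE2, a microtubule end-binding protein, by 1.00 (0.19). WNT10A and DVL2 of Wnt signalling fell by 0.61 and 0.30, BNIP3, a mitophagy receptor, by 0.58, and PTPN1, a protein tyrosine phosphatase, by 0.46 (adjusted p = 5.49e-07). TMEM125 lay under the stable median in 36 of 39 progressing patients. After median centring DVL2, SGSM2 and TUT4 no longer passed (adjusted p = 0.15, 0.082 and 0.16), and MAPRE2 did not pass with a floor at a log2 signal of 7 (-0.19, adjusted p = 0.13). With Welch's t-test 30 of the 36 passed, and CSF2RB and MTRR (adjusted p = 0.093 and 0.090), SGSM2, TUT4, CRB1 and FAM222B did not. Within each of the 3 number formats all 36 differences kept their sign.

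**Figure D3:**
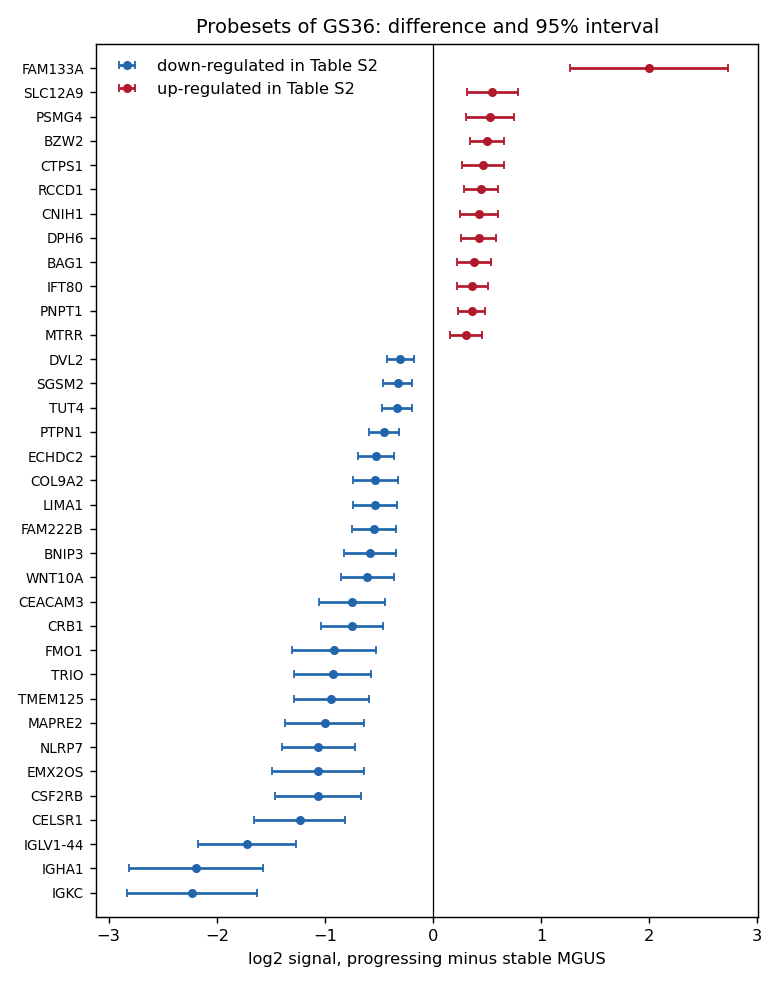
Difference of the mean log2 signal between the progressing group (n = 39) and the stable group for the 35 probesets named here, with 95% intervals, on the horizontal axis in log2 units. Red points are up-regulated and blue points down-regulated in Table S2; the differences run from -2.23 (IGKC) to 2.00 (FAM133A).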

A total of 593 serial microarrays from 174 MGUS cases revealed that the GS36 score invariably increased as the patients transitioned from MGUS into MM, while the score decreased in the non-progressing group (Fig. 1C, D). We performed external validation using an independent dataset from patients enrolled on SWOG-S0120 [9]. In this dataset, 3 patients progressed to MM, while the other 54 MGUS had not progressed. Among 3 patients who developed MM, all had a GS36 ≥ 0.7. For the remaining 54 stable patients, only 4 patients had GS36 ≥ 0.7, yielding a probability of MM progression of 7.4% (Additional file 1: Fig.S3).

Clinical characteristics were assessed for their association with time to MM progression using a Cox proportional hazard (CPH) model (Additional file 2: Table S3). Increased risk of progression to MM was associated with bone marrow plasma cell (BMPC)% ≥ 7.5%, M-protein ≥ 1.5 g/dL, abnormal free light chains (FLC) ratio (< 0.1 or > 10) and decreased uninvolved immunoglobulins (DUIg). In addition to the hazard ratio (HR) for GS36 (HR = 33.72, *p* < 0.001) being very high, DUIg (HR = 3.67, *p* = 0.002) and abnormal FLC ratio (HR = 3.07, *p* = 0.001) were significant characteristics. The significant characteristics in the univariate CPH models were included in a multivariate CPH model. The results demonstrated that GS36 (HR = 31.32, *p* < 0.001), DUIg (HR = 2.76, *p* = 0.021) and abnormal FLC ratio (HR = 2.32, *p* = 0.022) are independent risk factors for progression (Additional file 2: Table S4).

We combined clinical and molecular variables to model high-risk MGUS using recursive partitioning. The high-risk MGUS patients were characterized as: GS36 ≥ 0.7, abnormal FLC ratio and DUIg (Fig. 2A). This was termed the UAMS risk model. The 10-year probabilities of MGUS progression were 2.0% and 82.4% in the low- and high-risk groups (Fig. 2B).

**Fig. 2:**
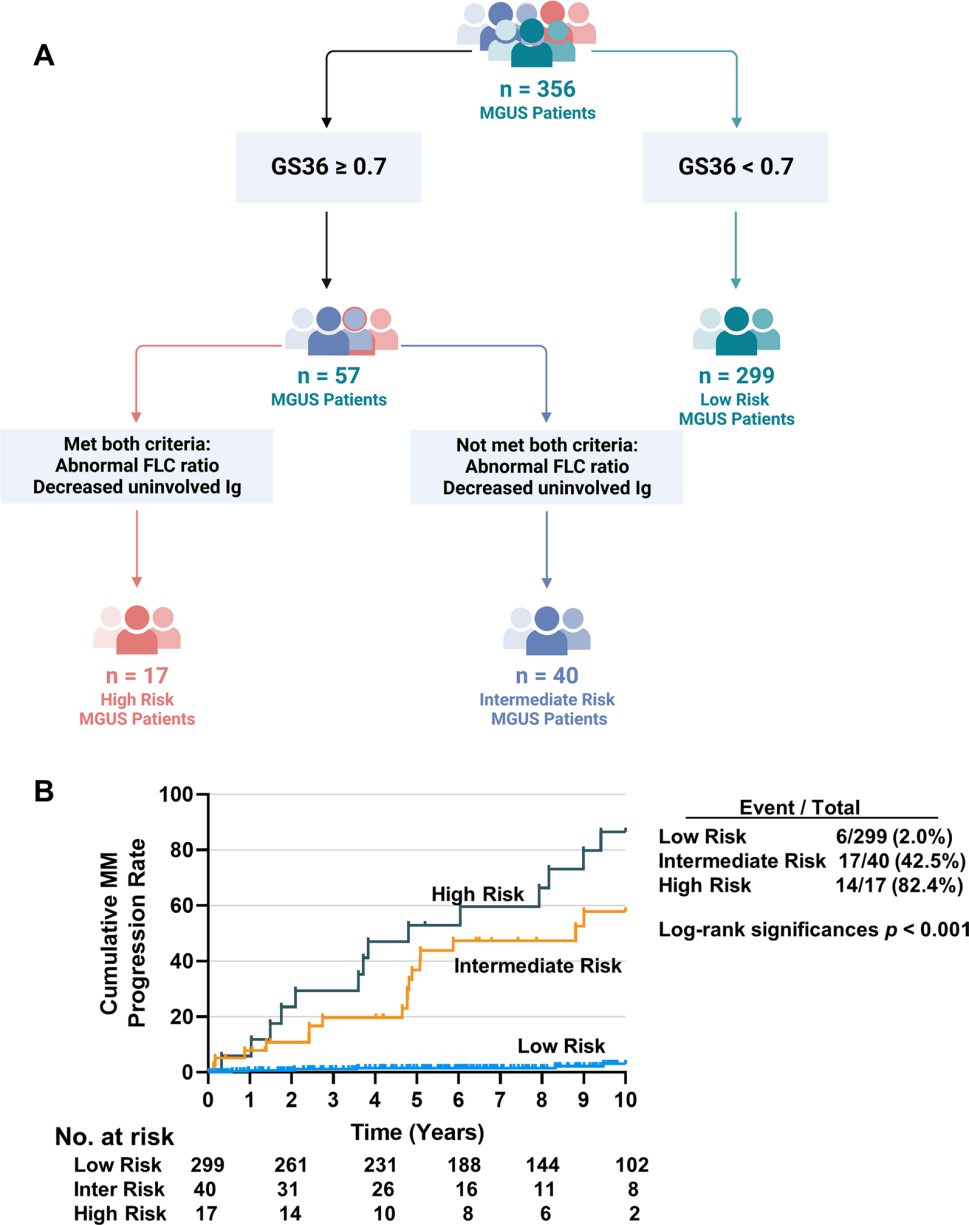
Recursive partitioning for MGUS progression. (**A**) A recursive partitioning algorithm used GS36 and clinical variables to define distinct clinically relevant risk groups. The low-risk MGUS patients were defined according to the following criteria: GS36 < 0.7. The high-risk MGUS patients were characterized as: GS36 ≥ 0.7, abnormal FLC ratio and decreased uninvolved immunoglobulins. An intermediate-risk group had a GS36 ≥ 0.7 but had an abnormal FLC ratio or decreased uninvolved immunoglobulins. (**B**) To test the accuracy of the UAMS MGUS risk model, we performed Kaplan–Meier analysis to identify the 10-year progression probability. The predicted values (or probabilities) of MGUS progression were 2.0%, 42.5% and 82.4% in the low-, intermediate-, and high-risk groups respectively

In a comparison of the UAMS model with Mayo Clinic model [10] and Memorial Sloan Kettering Cancer Center (MSK) model [11], the UAMS model shows great promise, especially considering the SWOG-S0120 data presented (Additional file 2: Table S5 and Additional file 1: Fig. S4 A, B). However, comprehensive external validation using additional patient cohorts will be necessary to accurately assess the performance of the UAMS model in comparison to established models. The Venn diagram depicted in Additional file 1: Fig. S4C showed the overlapping quantities of the patients considered high-risk by UAMS, MSK, and Mayo models. High-risk was diagnosed across all definitions in 8 patients (15.4%).

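The probesets of GS36 with the smallest p in limma were 3 of immunoglobulin genes. IGLV1-44, a variable gene of the lambda light chain, had a mean log2 signal of 12.55 ± 1.89 (SD, n = 39) in the progressing group and 14.27 ± 1.30 (SD) in the stable group, a 3.29-fold decrease (log2 difference -1.72, standard error 0.23, adjusted p = 7.59e-09). IGKC, the constant region of the kappa light chain, had 6.27 ± 1.64 against 8.51 ± 1.84 (log2 difference -2.23, adjusted p = 1.35e-08, and -1.34 with a floor at a log2 signal of 7, as the probeset is dim), and lay under the stable median in 37 of 39 progressing patients. IGHA1, the constant region of the IgA1 heavy chain, had 11.13 ± 1.78 against 13.32 ± 1.89, a 4.57-fold decrease (log2 difference -2.19, adjusted p = 8.20e-08). Of all probesets annotated to immunoglobulin genes, 80 were lower, none was higher and 27 did not pass, with a median log2 difference of -1.52 (91 lower when adjusted over the list alone). Other probesets of this group, named for being among the largest decreases, include IGLC1 (-2.38), IGHM (-1.92), IGHD (-1.63) and IGLJ3 (-1.60). The brightest probesets of the group, with mean log2 signals from 14.51 to 15.65 in the stable group, fell less. Their median log2 difference was -0.42 (range -1.92 to -0.07), against -1.66 for the other immunoglobulin probesets. The smallest decrease among the brightest did not pass (adjusted p = 0.77 from limma). The cause was not tested. Many immunoglobulin probesets cross-hybridise between variable genes, so names within the family are uncertain. The names IGLV1-44 and IGHA1 are from Table S2 because the platform annotation gives several genes. With the number format as a block 75 immunoglobulin probesets were lower. Within the arrays with whole numbers, 1 decimal and 3 decimals their median log2 difference over the whole group was -1.59, -1.42 and -0.75.

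**Figure D4:**
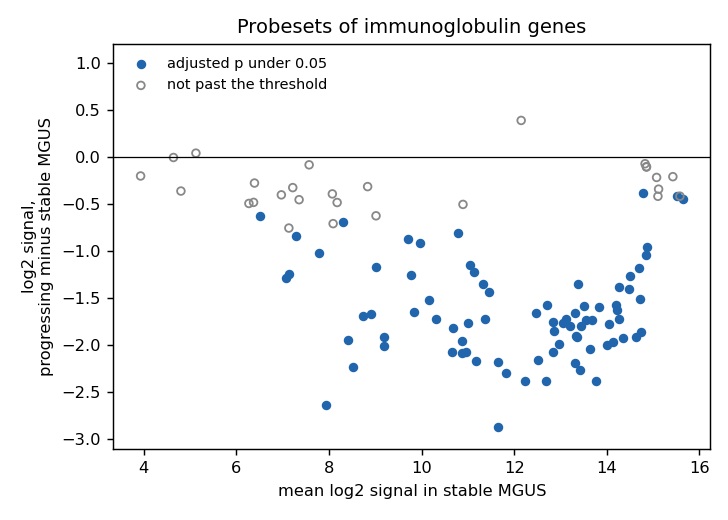
Each point is one immunoglobulin probeset, with its mean log2 signal in the stable group on the horizontal axis and its log2 difference between the progressing (n = 39) and stable groups on the vertical axis. Filled points passed limma at an adjusted p under 0.05 (80 probesets) and open points did not (27).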

The top-ranked genes in the GS36 are immunoglobulins (Ig) genes (*IGLV1-44, IGKC, IGHA1*), which are significantly decreased in the high-risk MGUS group. GEP of samples with a high percentage of normal plasma cells will produce signals for numerous immunoglobulin genes. We are of the opinion that the high levels of Ig genes reflect the presence of normal PC in the purified sample. Thus, our data imply that the absence of a normal plasma cell signature in MGUS is associated with early progression.

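Each normal plasma cell carries its own rearranged variable genes, so a mixture of normal plasma cells gives signal for many of them, while a clone gives signal for few. The median over 23 probesets of immunoglobulin variable genes was 9.60 ± 1.73 log2 units (SD, n = 39) in the progressing group and 11.16 ± 1.48 (SD) in the stable group, a difference of -1.56 (95% interval -2.13 to -0.999, permutation test, two-sided, p = 1e-05). A clone also makes only one kind of light chain. The lower of the kappa and lambda constant-region signals in each array was 9.84 ± 1.35 in the progressing group and 11.24 ± 1.02 in the stable group, a difference of -1.40 (p = 1e-05 from the same test, the smallest it can give). The higher of these signals fell too, by 1.35, and the gap between them did not differ detectably (-0.05, 95% interval -0.23 to 0.12). In the stable group the higher signal lay only 0.53 over the lower one. The lower signal was therefore not shown to come from cells outside the clone. Without the probesets that can match several transcripts (suffixes _x_at and _s_at) the higher signal fell more than the lower (gap 0.39, permutation p = 0.0046), and the variable-gene difference was -0.92. Of 8 measured surface proteins that normal plasma cells keep, listed before the data were examined, CD81 (-0.98, standard error 0.21, adjusted p = 0.0019) and CD27 (-0.73, standard error 0.18, adjusted p = 0.0080) were lower, 6 did not pass and none was higher (4 lower when adjusted over the list alone). With Welch's t-test CD27 no longer passed (adjusted p = 0.15). The median log2 difference of this list was -0.58, -0.56 and -0.14 on the arrays with whole numbers, 1 decimal and 3 decimals. Its shift in camera (adjusted p = 0.0056) was lost with an estimated correlation (adjusted p = 0.13). Within the arrays with whole numbers, 1 decimal and 3 decimals the difference of the variable-gene signal was -1.70, -1.81 and -0.59, the last with a permutation p of 0.23 at 9 progressing patients, and that of the lower light chain signal was -1.56, -1.25 and -0.88. The paper's reasoning runs from the lower immunoglobulin signals, through its opinion that high levels of these genes come from normal plasma cells in the purified sample, to the link with early progression that it proposes.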

In conclusion, we have generated a novel model that integrates molecular and clinical variables that can significantly improve the predictability of progression to overt MM.

## Supplementary Information

**Additional file 1.** Supplementary Figures.

**Additional file 2.** Supplementary Tables.

**Additional file 3.** Supplementary Methods.

## Data Availability

All data generated or analyzed during this study are included in this published article.

## Abbreviations

MM: Multiple myeloma
MGUS: Monoclonal gammopathy of undetermined significance
GS36: Gene signature 36
GEP: Gene expression profiling
ROC: Receiver operating characteristic
GEP70: 70-Gene signature
FLC: Free light chain
PPV: Positive predictive value
NPV: Negative predictive value
CPH: Univariate Cox proportional hazard
DUIg: Decreased uninvolved immunoglobulin
BMPC: Bone marrow plasma cell
MSK: Memorial Sloan Kettering Cancer Center

# Supplementary material for: A gene signature can predict risk of MGUS progressing to multiple myeloma
**Source:** J Hematol Oncol. 2023 Jun 29;16:70. doi: 10.1186/s13045-023-01472-y

Additional file 1: Supplementary Figures

Table of Contents

| Supplement | Title | page |
| --- | --- | --- |
| Figure S1 | ROC Curve and MGUS Time-to-progression Curves based on GEP70 | 2 |
| Figure S2 | The heatmap of the GS36 genes expression profiles | 3 |
| Figure S3 | External validation using an independent datasets SWOG-S0120 | 4 |
| Figure S4 | MGUS Time-To-Progression Comparison on Mayo Risk Model and Memorial Sloan Kettering Cancer Center (MSK) Risk Model | 5 |

**Figure S1. MGUS Time-to-progression Curves based on GEP70.** (A). Receiver operating characteristic curve (ROC) based on GEP70. The C-statistic of ROC is 0.626; (B) Time-to-progression curve based on GEP70.

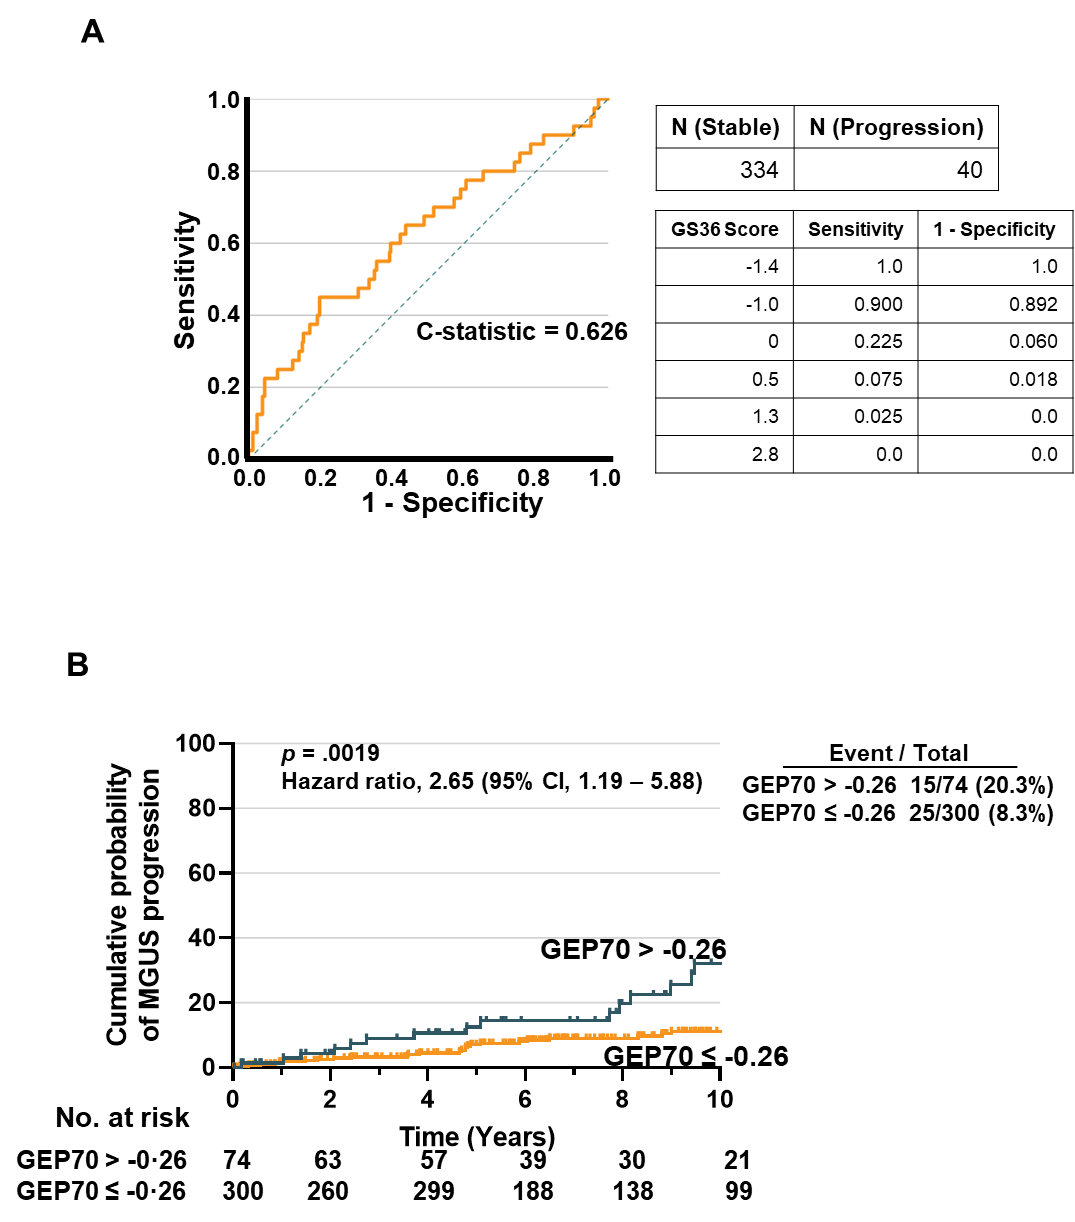

**Figure S2. The heatmap of the GS36 genes expression profiles** (red, relative high expression; blue, relative low expression) between stable and progressing risk groups.

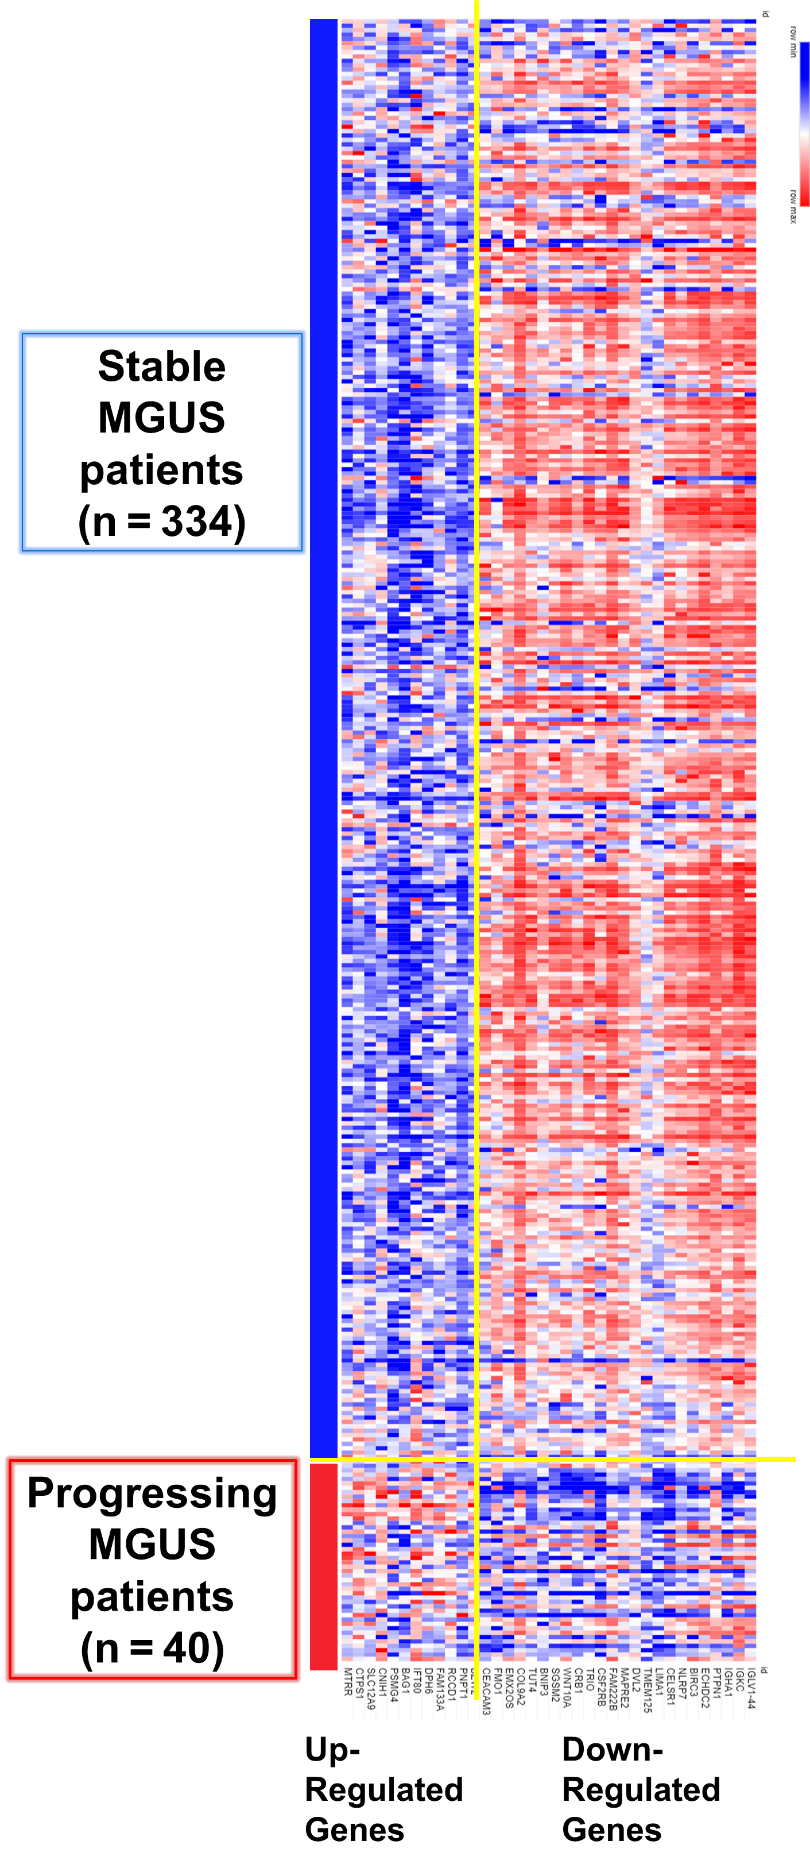

**Figure S3. External validation using an independent datasets SWOG-S0120.** (A) The scatter plot of GS36 score in SWOG-S0120 datasets. Three patients progressed to MM within 10 years, while the other 54 MGUS had not progressed. Among three patients who developed MM, all three had a GS36 ≥ 0.7. For the remaining 54 stable patients, only 4 patients had GS36 ≥ 0.7. (B) Time-to-progression curve of SWOG-S0120 datasets based on GS36.

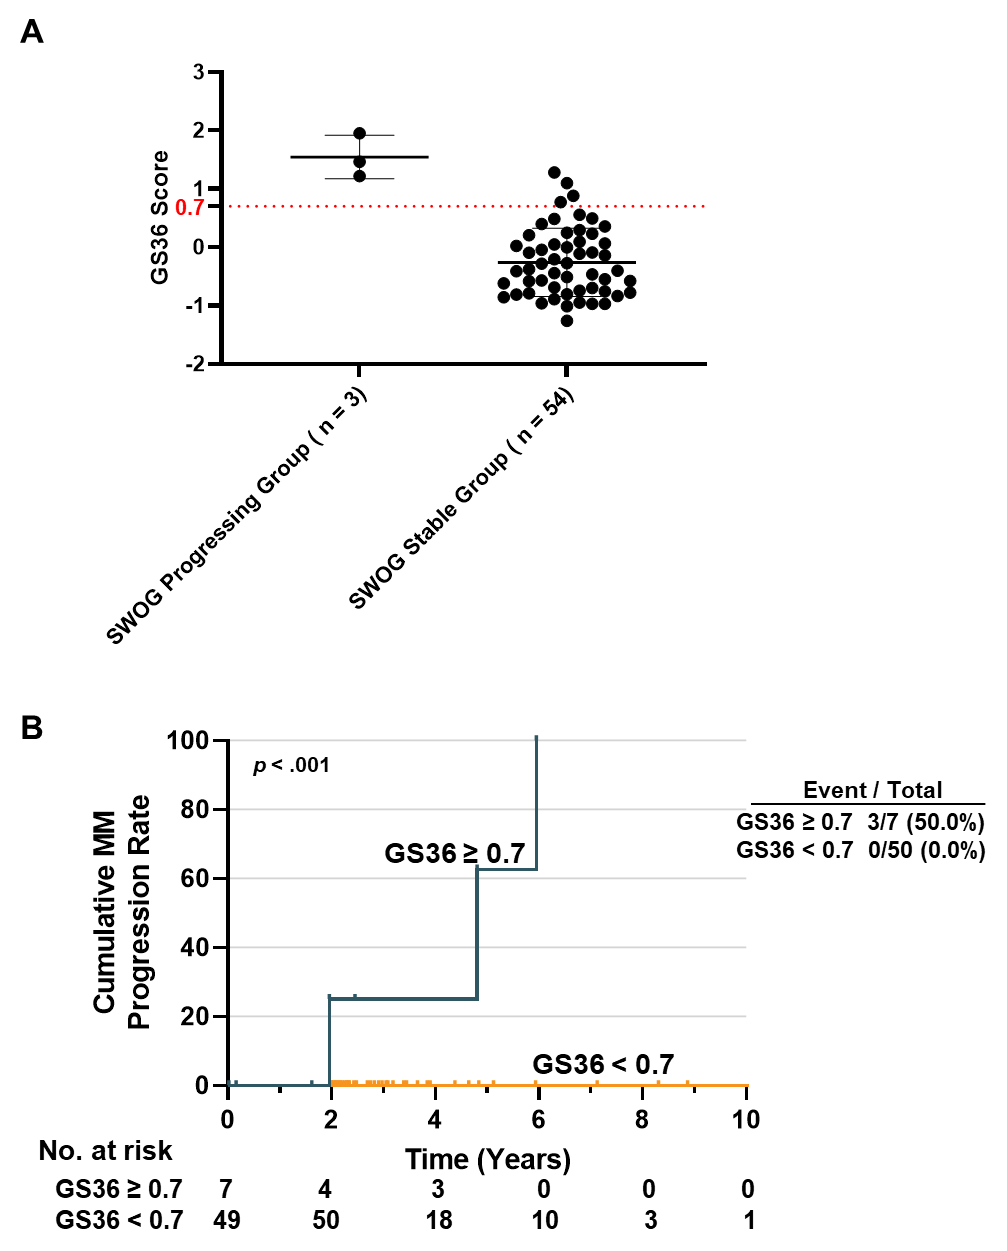

**Figure S4. MGUS Time-To-Progression Comparison on Mayo Risk Model and Memorial Sloan Kettering Cancer Center (MSK) Risk Model.** (A) 10-year-progression curve based on Mayo risk model. (B) 10-year-progression curve based on MSK risk model. (C) Venn diagram depicting the overlapping quantities of the patients considered high-risk by UAMS, MSK, and Mayo models. The green panel represents MSK model; the blue panel represents Mayo model; the red panel represents UAMS model.

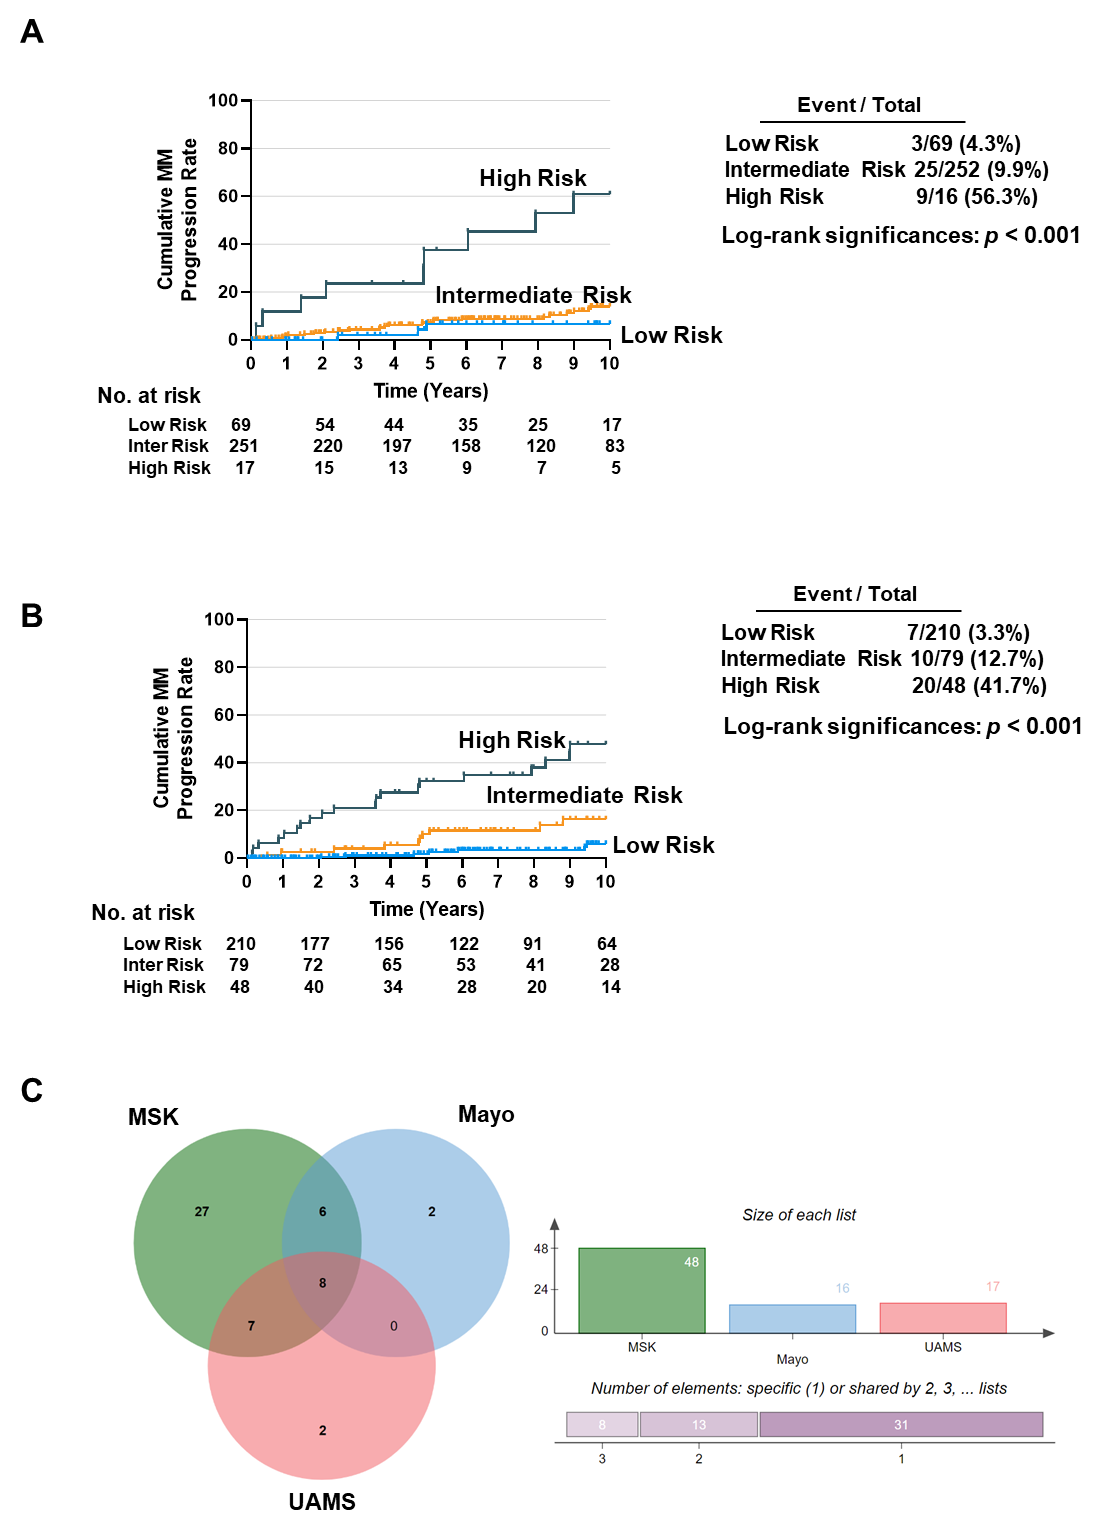

**Supplement:** Supplementary file 1 — Additional file 1. Supplementary Figures.

# Supplementary material for: A gene signature can predict risk of MGUS progressing to multiple myeloma
**Source:** J Hematol Oncol. 2023 Jun 29;16:70. doi: 10.1186/s13045-023-01472-y
**Supplement:** Supplementary file 2 — Additional file 2. Supplementary Tables.

Additional file 2: Supplementary Tables

Table of Contents

**Table S1. Summary of Demographics and Baseline Clinical Characteristics of MGUS Patients**

**Table S2. Gene Signature 36 (GS36) Associated with MGUS Progression**

**Table S3. Univariate Cox Proportional Hazards Analysis of Risk Factors of MGUS Progression**

**Table S4. Hazard Ratios (HRs) of MGUS Progression Predicted by Risk Factors Using a Multivariate Cox Proportional Hazard Model**

**Table S5. Comparison of the UAMS, Mayo and MSK MGUS Risk Model**

# Supplementary material for: A gene signature can predict risk of MGUS progressing to multiple myeloma
**Source:** J Hematol Oncol. 2023 Jun 29;16:70. doi: 10.1186/s13045-023-01472-y
**Supplement:** Supplementary file 3 — Additional file 3. Supplementary Methods.

Additional file 3: Supplementary Methods

**Study Population and Eligibility Criteria**

GEP of highly purified bone marrow plasma cells was performed in 374 patients with MGUS. Of these, 174 patients had 593 GEPs on serial bone marrow samples. The institutional review board of the University of Arkansas for Medical Sciences approved the research studies, and all subjects provided written informed consent for sample procurement in accordance with the Declaration of Helsinki.

Patients had detailed clinical testing during follow-up, including hemogram and serum electrophoresis to quantify serum-M concentration, serum lactate dehydrogenase, serum β-2-microglobulin (B2M), and serum free light chain (SFLC).

Of the 374 MGUS cases, 15 lacked FLC ratio data, 19 M-protein information, and 3 lacked both the FLC ratio data and M-protein information.

**Plasma Cell Selection and Microarray Processing**

Plasma cells were enriched by anti-CD138 immunomagnetic bead selection of mononuclear cell fractions of bone marrow aspirates in a central laboratory. All samples applied to microarray contained more than 85% plasma cells as determined by 2-color flow cytometry (CD38^+^ and CD45^–/dim^) performed after selection. Total RNA was isolated with RNeasy Mini Kit (Qiagen, Valencia, CA). Double-stranded cDNA is synthesized from 6 ug total RNA. An in vitro transcription (IVT) reaction is then done to produce biotin-labeled cRNA from the cDNA. The cRNA is fragmented before hybridization. The protocol according to the manufacturer's instructions Expression Analysis Technical Manual, 2001, Affymetrix. Samples were hybridized to an Affymetrix U133Plus2.0 microarray according to the manufacturer's recommendations and then read on a GeneChip Scanner 3000 (Affymetrix). Arrays were scaled to an average intensity of 1500 and analyzed independently. The data were processed using Microarray Suite version 5.0 (MAS 5.0) with Affymetrix default analysis settings and global scaling as the normalization method [1]. The average purity of plasma cells was 89.6% with a range from 85% to 100%.

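Genes that mark plasma cells of any kind did not separate the groups. The mean log2 signal over 16 plasma cell identity genes was 13.83 ± 0.32 (SD, n = 39) in the progressing group and 13.90 ± 0.37 (SD) in the stable group, a difference of -0.07 (95% interval -0.18 to 0.04, permutation test, two-sided, p = 0.22), which became 0.06 after median centring. None of the 16 passed limma or either t-test, and 2 were lower at an unadjusted p under 0.05. JCHAIN, the joining chain of IgA and IgM, had a log2 difference of -0.25 (adjusted p = 0.16) and XBP1, the transcription factor of secretory cells, one of -0.17 (adjusted p = 0.29). Markers of other marrow cells gave no call in limma or either t-test for 19 genes of T and NK cells, 20 of granulocytes and monocytes, 12 of erythroid cells and 10 of megakaryocytes, and no gene of these lists passed an unadjusted p under 0.05 in limma. Among 12 stromal markers, COL1A1, a collagen of fibroblasts and osteoblasts, was lower (-0.57, adjusted p = 0.015, and 0.070 after median centring) and 11 did not pass. The shift of the stromal list in camera (adjusted p = 0.046) was lost with an estimated correlation (adjusted p = 0.34). Among 16 B cell markers, FCRLA, which B cells and plasma cells express, was higher (0.63, adjusted p = 0.014), CD22, a B cell receptor lost in plasma cells, was lower (-0.32, adjusted p = 0.031) and 14 did not pass. With the number format as a block CD22 no longer passed (adjusted p = 0.065), nor did it after median centring (adjusted p = 0.24). With Welch's t-test COL1A1, FCRLA and CD22 did not pass (adjusted p = 0.19, 0.12 and 0.090).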

**Development of** **the Prediction Gene Signature**

GEPs were analyzed from 374 MGUS patients, 334 who remained stable, and 40 who progressed to MM, within 10 years of an MGUS diagnosis. Each Affymetrix signal was log2 transformed to correct the right skewness of its empirical distribution. 

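The deposited signals were linear, so log2 was taken once here. Of 19551454 values 2478 (0.0127%) lay under 1, some of them 0, and these were set to 1 because 0 has no logarithm, a choice made after the zeros had been seen. When all log2 signals under 7 were set to 7, limma called 459 probesets higher and 539 lower in the progressing group, the increase of FAM133A became 1.07 and the decrease of the GS36 probeset of IGKC became -1.34, both still past the threshold (adjusted p = 2.74e-05 and 1.38e-05).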

Next, we used a 3-fold cross-validation method by randomly splitting patients into three datasets (folds): the first dataset included 124 individuals (111 stable and 13 progression); the second dataset included 125 individuals (111 stable and 14 progression); the third dataset including 125 individuals (112 stable and 13 progression). Each time one fold was called the test dataset while the remaining two folds were called the training dataset.

Each time one fold was called the test dataset while the remaining two folds were called the training dataset. In the training datasets, we compared the each of gene probes between the MGUS progression group and the stable group using t-tests and correcting for multiple comparisons through a Benjamini-Hochberg procedure. Then in the test datasets, we also compared the each of gene probes between the MGUS progression group and the stable group using t-tests and correcting for multiple comparisons through a Benjamini-Hochberg procedure. The gene probes with q-values < 0.05 in both training datasets and test datasets were treated as candidates. In the first validation process, there are 61 gene probes in both training datasets and test datasets; in the second validation process there are 46 gene probes in both; in the third validation process, there are 49 gene probes in both. In these GEPs, there are 36 gene probes that appeared in each validation and maximized the concordance between risk score and MGUS progression.

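The selection was repeated on the 358 arrays with 100 random divisions into 3 folds, each with both groups spread evenly, which gives 300 validations. At a q-value under 0.05 in both the training and the test folds, from the methods' t-test, the median number of candidate probesets per validation was 21.5 (range 0 to 78), and 76.3% of validations had at least 1. The number that appeared in all 3 validations of a division had a median of 0 and a maximum of 2, and none of these was among the 36 probesets of GS36 in any of the 100 divisions. With Welch's t-test the median number of candidates was 0. When the 12 higher and 24 lower probesets with the smallest p were taken in each of the 300 training sets instead, a median of 7 (range 3 to 13) belonged to GS36. Immunoglobulin probesets recurred most, with 13 among the 17 probesets taken in at least 150 training sets. Of the 4 not counted as immunoglobulin genes, BZW2 was taken in 80.3% of training sets, IGLL5, an immunoglobulin lambda-like gene, in 65.7%, CMSS1, a gene of ribosome biogenesis, in 59.3% and PNPT1 in 58.3%, names chosen after their values were seen.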

Furthermore, we conducted ROC analysis for the 36 genes identified and examined their performance in each validation. We found that these 36 genes consistently demonstrated stable ROC values across all validation iterations. 

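The fixed GS36 score separated progressing from stable patients with a median C-statistic of 0.925 (SD 0.035, range 0.834 to 0.992) over 300 test folds drawn from the 358 arrays. These test folds hold patients on whom the 36 probesets had been chosen. A score of the same form, with the 12 higher and 24 lower probesets of smallest p found in each training set alone, had a median C-statistic of 0.802 (SD 0.059, range 0.630 to 0.932) in the matching test folds. On the same fold GS36 was higher by a median of 0.118 (range 0.041 to 0.219). A score re-derived on the arrays of the other number formats had a C-statistic of 0.829 (95% interval 0.731 to 0.928) on the arrays with whole numbers, 0.743 (0.587 to 0.898) on those with 1 decimal and 0.712 (0.519 to 0.905) on those with 3 decimals.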

The stable ROC values indicate that the predictive ability of these 36 genes remained consistent and reliable throughout the validation process. This finding provides further evidence of the robustness and stability of these genes in relation to the studied phenomenon.

A gene expression score was developed by subtracting the mean of down-regulated GEPs from the mean of up-regulated GEPs. 

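Both parts of the score moved between the groups. The mean over the 12 up-regulated probesets was 9.87 ± 0.35 log2 units (SD, n = 39) in the progressing group and 9.31 ± 0.37 (SD) in the stable group, a difference of 0.56, and on its own had a C-statistic of 0.865. The mean over the 24 down-regulated probesets was 8.73 ± 0.53 against 9.63 ± 0.46, a difference of -0.90 with a C-statistic of 0.896. Among the latter, the mean of the 3 immunoglobulin probesets (IGLV1-44, IGKC, IGHA1) fell by 2.05, with a C-statistic of 0.829, and the mean of the other 21 fell by 0.74, with a C-statistic of 0.895. Without the 3 immunoglobulin probesets the C-statistic of the whole score was 0.927. The specificity was 86.5% at 0.7, a cut-point set for the full score, and 90.3% at the optimal cut-point of 0.874 without them. A score of these 3 and the 12 up-regulated probesets alone had a C-statistic of 0.863.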

The score’s performance in discriminating MGUS progression within 10 years was assessed the Harrell's concordance statistic (C-statistic) in the test dataset. Using an optimal cutoff that maximizes the average sensitivity and specificity on the ROC curve, we were able to further assess the accuracy of prediction sensitivity, specificity, positive predictive value (PPV) and negative predictive value (NPV) under the cutoff.

**Statistical Analysis**

Baseline characteristics of patients with MGUS were compared using Chi-square tests, or Fisher’s exact tests when fewer than 3 patients were observed in a categorical group. Time to MGUS progression was assessed by Kaplan-Meier curves and compared between groups using log-rank tests. Univariate Cox proportional hazard (CPH) models were used to assess individual risk factors in predicting the risk of MM progression. Significant risk factors from univariate CPH models were further assessed for their performance in predicting MGUS progression using a multivariate CPH model. An optimal cut-point for risk of progression by the gene score was obtained from X-tile bioinformatics software (Yale University, version 3.6.1). Statistical tests were performed with the software package SPSS 12.0 (SPSS, Chicago, IL).

**Data Availability**

The authors are committed to the open sharing of data. Raw data files for gene expression profiling data have been deposited in the Gene Expression Omnibus (https://www.ncbi.nlm.nih.gov/geo/, accession # is GSE235356) or contact corresponding authors.

**Code Sharing and Example Demonstration**

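The score depends on the log scale of its input, while the ranking of patients depends on it less. RMA values, unlike MAS 5.0 signals, come on a log2 scale. When log2 was taken of the log2 signals, the difference between the progressing (n = 39) and stable groups shrank to 0.25 score units and the C-statistic was 0.922. No array then reached the cut-point of 0.7, and the optimal cut-point was 0.141.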

To facilitate the use of the GS36 score for evaluating risk stratification in MGUS, we will present an example code for processing a sample file. We will use the R programming language for the analysis.

For CSV file:

# Install and load the 'readr' package for CSV file import

install.packages("readr")

library(readr)

# Specify the file path of the CSV file containing gene expression data

csv_file <- "path/to/your/file.csv"

# Read the CSV file and store the data in a data frame

gene_expression_data <- read_csv(csv_file)

For CEL files (using the 'affy' package):

# Install and load the 'affy' package for CEL file import

install.packages("affy")

library(affy)

# Specify the directory path containing the CEL files

cel_directory <- "path/to/your/CEL/directory"

# Read the CEL files and preprocess the data using the robust multi-array average (RMA) method

cel_data <- ReadAffy(celfile.path = cel_directory)

gene_expression_data <- exprs(rma(cel_data))

# Perform a log2 transformation on the gene expression data

gene_expression_data <- log2(gene_expression_data)

# Specify the Probeset names of interest

How the deposited data were processed for this re-analysis (not part of the article)

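Bone marrow plasma cells of patients with MGUS, selected by CD138, were profiled on Affymetrix U133 Plus 2.0 arrays. The arrays of 39 patients who progressed and 319 who stayed stable were analysed, and arrays of other patients were not analysed here. The authors computed the signals with MAS 5.0 and scaled each array globally, so the deposited values are linear intensities, and log2 was taken once. Zeros have no logarithm, so signals under 1 (2478 of 19551454 values, of which 302 were 0) were set to 1, a choice made after they had been seen. The number of arrays limits the precision.

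Gene symbols came from the platform annotation, brought up to date through Entrez identifiers with a RefSeq table of GRCh38.p14 that was used for names and chromosomes only, and 41037 probesets with 1 symbol matched. Of 54613 probesets, 95 of XIST, TSIX and Y-linked genes were left out. The gene names of GS36 are those of Table S2.

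Groups were compared per probeset with limma 3.58.1 in R 4.3.3 (lmFit and eBayes), with Benjamini-Hochberg adjustment over 54518 probesets and a threshold of 0.05. Gene lists and chromosomes were tested with camera (preset correlation 0.01) on the probeset of each gene with the highest mean. The lists were plasma cell identity, markers kept on normal plasma cells, aberrant antigens, cyclin D and translocation targets, proliferation, NF-kB, MYC targets and ribosome biogenesis, aminoacyl-tRNA synthetases, unfolded protein response, interferon response, BCL2 family, hypoxia and glycolysis, immediate early genes, 6 sets of markers of other marrow cells, immunoglobulin genes, ribosomal proteins, oxidative phosphorylation and proteasome. The lists, the tests, most alternatives and the rule for naming genes were fixed before the data were examined. The rule names every probeset of Table S2, whose values had been seen, and up to 4 members of each list with the smallest p. It also names the 10 genes with the largest increases and the 10 with the largest decreases among passing probesets. For these the mean log2 signal of either group had to lie over the median of all probesets, so a gene dim in the other group can enter.

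The GS36 score was the mean log2 signal of the 12 up-regulated minus that of the 24 down-regulated probesets. Its C-statistic was the area under the ROC curve with a DeLong interval, shares had 95% Clopper-Pearson intervals, and single values were compared by two-sided permutation tests with 100000 resamples. Cross-validation used 100 random divisions into 3 folds. These steps ran in Python 3.11.15 with numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3, and were tested on simulated data. Figures were drawn with matplotlib 3.10.9.

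Alternatives were the methods' t-test, Welch's t-test, an intensity trend, array quality weights, a filter on dim probesets, a floor of 128 (a log2 signal of 7), quantile normalization, median centring, the patient number as a block, changes to the probesets of the score, a second log2, camera with an estimated correlation, fry and the mean of all probesets of a gene. The number format of the values, as a block or format by format, was added after the data had been seen. The patient numbers in the labels count patients within a group and do not pair the arrays. The RNA quality ratio could not be computed because the values hold no control probesets.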

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

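Among the tests below, those of plasma cells against other marrow cells, of the light chains, of probesets chosen and scored on the same arrays and of a signature tied to one number format were set before their results were seen, and the others were chosen after.

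Outside the probesets of GS36, limma called 1322 probesets between the progressing and stable groups, which the paper does not report on. Among these were 77 immunoglobulin probesets lower in the progressing group. Among the gene lists, the median log2 difference was -0.41 for the NF-kB response, 0.16 for MYC targets and ribosome biogenesis and 0.22 for the aminoacyl-tRNA synthetases.

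The decrease of the immunoglobulin probesets was weighed first. With the number format as a block 75 were called lower, and under median centring and quantile normalization at least 75 were. This argues against the number format or the scaling as the whole cause, and other batches were not tested. Within the arrays with whole numbers, 1 decimal and 3 decimals, which are fewer, 49, 0 and 0 were called lower. Their median log2 differences were -1.59, -1.42 and -0.75. The plasma cell identity genes differed by -0.074 with an interval above -0.5. As bright signals may be near saturation, the 7 with a mean under 14 in the stable group were also taken alone, a choice made after the values were seen. They gave -0.025 (95% interval -0.14 to 0.095), where 42 immunoglobulin probesets of the same range of signals gave -1.78. This argues against fewer plasma cells among other marrow cells. The paper already reports more than 85% plasma cells in every sample, which leaves little room for this cause, so the test adds little. For fewer plasma cells outside the clone, the gap between the light chain signals moved by -0.051 (95% interval -0.23 to 0.12), and by 0.39 (0.11 to 0.66) without the probesets named _x_at or _s_at. The extra fall of the lower signal by over 0.5 set as its mark was not seen. The mark set against this cause, that both signals fall alike, was met by the gap of -0.051. These marks cannot decide it, because the higher signal, which lay only 0.53 over the lower one in the stable group, was not shown to be that of the clone. Fewer plasma cells outside the clone therefore stay open as a part of the cause. A lower immunoglobulin expression by the clone itself may also have a part and was not tested.

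The C-statistic of GS36 was weighed next. The median in the test folds was 0.123 over that of a signature re-derived in the training folds, so part of the value may come from choosing and scoring the probesets on the same arrays. The re-derived signature also came from fewer patients and by another rule of choice than GS36, which may lower its value. The size of each part was not tested. The paper also scored patients of SWOG-S0120, whose arrays were not analysed here. The lowest C-statistic within one number format was 0.878, so the score separated these patients also where the format is the same. The probesets were chosen on a cohort that includes these patients, which can raise the value in every format. It therefore cannot decide what part the number format had. Signatures re-derived on the other formats kept an interval above 0.5 in each format, so they separated the groups outside the formats they came from. The lowest bound was 0.519, in the format with 9 progressing patients. These signatures shared 5 to 10 probesets with GS36, so the test cannot decide whether GS36 itself is tied to a number format.

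The excess of lower over higher probesets was weighed last. After median centring there were 3.32 higher calls per lower call, but centring moved the median of all differences by 0.13, which sets this balance itself, so the scaling of the arrays as the cause stays open. With quantile normalization 0.596% of probesets were higher and 0.679% lower, and which scaling is right was not decided. With the number format as a block there were still 3 lower calls per higher call, which argues against the number format. No biological explanation was tested for the excess.

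Each count was compared with 99 random regroupings of the same arrays into groups of the same sizes, so that 1 of 100 splits is the real one. Chance is unlikely for the probesets higher (382, highest other 2), the probesets lower (976, highest other 9) and the immunoglobulin probesets (80, highest other 0). Each was reached by 1 of the 100 splits, the smallest share this comparison can give. The same held when the groups were drawn again within each number format. The highest others were then 30 higher (0.0550% of probesets, the real one 0.701%), 0.343% lower (the real one 1.79%) and 0 immunoglobulin probesets. The immunoglobulin probesets were counted because the paper had named such genes from a cohort that includes these patients. Their count is therefore not independent evidence. For GS36 (36, highest other 0, 1 of the 100 splits) the comparison decides nothing, because its probesets were chosen on these groups. Chance cannot be excluded for the 12 gene lists with a shift in camera (highest other 14) or the 3 chromosomes (highest other 5), each reached by 10 of the 100 splits.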

How the results depend on the processing

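The number format as a block, the single formats and the arrays with shared patient numbers but no block were tests chosen after the data had been seen.

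No probeset called higher or lower in all arrays was called the other way under any of the settings. As shares of the 54518 probesets, the calls higher and lower were 0.284% and 0.490% with Welch's t-test, 1.93% and 0.581% after median centring, 0.349% and 1.05% with the number format as a block and 1.18% and 0.405% with that block and median centring. The lower calls were 0.989% with a floor at a log2 signal of 7 and 0.679% with quantile normalization. The cause was not tested, apart from fewer arrays in what follows. On the arrays with whole numbers 0.0550% and 0.308% of probesets were called, with 11 of GS36 and 49 immunoglobulin probesets. With 1 decimal the calls were 0 and 0, with 0 of GS36 and 0 immunoglobulin probesets in limma. At an unadjusted p under 0.05 there were 2101 probesets, and 73 immunoglobulin probesets were lower. With 3 decimals the calls were 0.00917% and 0.171%, with 5 of GS36 and 0 immunoglobulin probesets (34 lower at an unadjusted p under 0.05).

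With the patient number as a block, which does not pair the arrays, 0.0514% and 0.229% were called, with 3 of GS36 and 2 immunoglobulin probesets, and on the same arrays without a block 0.0697% and 0.218%, with 3 and 3. The sign of XBP1 reversed with this block (0.039).

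XBP1 also reversed with the number format as a block and median centring (0.0043). After median centring the medians reversed for plasma cell identity (0.016), unfolded protein response (0.13), BCL2 family (0.070), T and NK cells (0.059) and granulocytes and monocytes (0.030), lists close to 0 before a shift of 0.13. T and NK cells reversed with quantile normalization (0.025), erythroid markers with the floor (-0.024), and hypoxia (-0.022) and erythroid markers (-0.0080) with the mean of all probesets of a gene. The shifts against other genes in camera were 4 lists with an estimated correlation, and 0 chromosomes with an estimated correlation, quantile normalization or median centring. For fry, which tests a list against no change and not against other genes, the counts were 7 lists and 16 chromosomes. The cause was not tested.

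At 0.7, taking only the 3 immunoglobulin and the 12 up-regulated probesets gave a sensitivity of 38.5%, a specificity of 96.6%, a negative predictive value of 92.8% and a cut-point of -1.23, since these parts weigh differently. A second log2 compressed the score, with a sensitivity of 0%, a specificity of 100% and a negative predictive value of 89.1%. Without the immunoglobulin probesets the specificity was 86.5% at 0.7 and 90.3% at that score's own optimal cut-point of 0.874. The next values are of the full score at 0.7. The specificity was 94.2% on arrays with whole numbers and 82% with 1 decimal, where the negative predictive value was 93.2%, and with 3 decimals the positive predictive value was 38.9%. The cause was not tested. Median centring cannot change the score, since it moves both means alike.

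With Welch's t-test the median of candidates was 0, and the median number with limma in place of the t-test was 20.5. Signatures derived on the other formats had C-statistics of 0.743 on 1 decimal and 0.712 on 3 decimals. The variable-gene signal differed by -0.59 on 3 decimals. The cause was not tested.

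Of 85 named probesets, 26 no longer passed with Welch's t-test, 11 with the number format as a block, 11 after median centring, 9 with quantile normalization, 3 with the floor and 0 with the methods' t-test. The RNA quality covariate was not run. Signals near background, which zeros mark, limit the dim probesets.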

Differences from the paper's values

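The alternatives named here were set before the data were examined, apart from the score of -0.1, a test chosen after the values were seen. All values are from 358 arrays and the paper's from more patients.

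The paper reports 61 candidate probesets for the first validation and 49 for the last, and the median here was 21.5 per validation for each. A median is taken to differ where the paper's value is over 1.5 times it and farther from it than the SD of the validations (25.4 here). Both medians also differ with Welch's t-test, limma, a floor at a log2 signal of 7 and folds that were not stratified. Single validations ranged from 0 to 78, which takes in both of the paper's values, as do the ranges with limma (0 to 79), the floor (0 to 65) and folds that were not stratified (0 to 100), but not that with Welch's t-test (0 to 3). The paper's 46 for the second validation is also over 1.5 times the median here, but lies within that SD. By the same rule it does not differ with limma (median 20.5). It does differ with Welch's t-test (0), the floor (18.5) and folds that were not stratified (21). The folds of the paper are not listed.

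The paper reports 36 probesets that appeared in each validation, and the median here was 0 per division. The same alternatives differ too.

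The paper gives an average intensity of 1500, and the mean trimmed signal here was 504.8 in the stable group and 499.0 in the progressing group. No alternative was set for it.

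At a score of -1.0, Fig. 1A shows a false positive rate of about 34%, read by eye, and the value here was 84.6%. No alternative was set for it, and a score of -0.1, chosen after the values were seen, gave 35.4%. This compares one cut-off and drops none of the paper's called probesets.

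For MTRR the paper's q-value in Table S2 is 3.10 on the minus log10 scale and the value here was 2.06. It came within the limit set for a difference with an intensity trend, array quality weights, dim probesets left out, the floor and median centring (2.52). With the methods' t-test (2.11) it came only just within that limit and stayed well under the paper's value, so the t-test does not reproduce it. It was past the limit with Welch's t-test (1.05), quantile normalization (1.72) and the patient number as a block (0.79). Of 35 probesets compared on this scale, 1 differed by more than that limit, and the others need not match the paper's values closely.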

Other observations

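The number format as a block was a test chosen after the data had been seen, and the other tests were set before.

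Among genes of energy metabolism, 5 of 78 oxidative phosphorylation genes were higher and 1 was lower (23 higher and 2 lower when adjusted over the list alone). NDUFB9 (0.37), COX7A2L (0.30) and NDUFB1 (0.30) were higher and COX6A2 (-0.38) was lower, and with the number format as a block 2 were higher and 1 was lower, NDUFB1 no longer passing (adjusted p = 0.075). COX6A2 no longer passed after median centring or quantile normalization (adjusted p = 0.079 and 0.085). The list's shift in camera (adjusted p = 7.86e-18) was lost with an estimated correlation (adjusted p = 0.076). Of 21 interferon response genes, TNFSF10 (0.59) and IFIT1 (0.78) were higher and none was lower (9 higher when adjusted over the list alone), and none passed with the number format as a block, quantile normalization or Welch's t-test. The list's camera shift (adjusted p = 6.21e-08) was lost with an estimated correlation (adjusted p = 0.13).

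KLF6, an immediate early gene that handling can induce, was lower (-0.56, adjusted p = 0.040) and the other 14 of its list did not pass. KLF6 no longer passed with the number format as a block, after median centring or with Welch's t-test (adjusted p = 0.064, 0.18 and 0.21). BNIP3 was the 1 gene of the BCL2 family (16 measured) and of hypoxia and glycolysis (22 measured) that passed, by another probeset than that of GS36 (-0.76, adjusted p = 0.017), and with the number format as a block it no longer did (adjusted p = 0.072), nor with median centring, quantile normalization, a floor at a log2 signal of 7 or Welch's t-test (adjusted p = 0.067, 0.060, 0.061 and 0.18). Adjusted over each list alone, 2 BCL2 family genes were lower and none was higher, and 3 hypoxia and glycolysis genes were higher and 4 lower. None of 19 unfolded protein response genes, 8 aberrant plasma cell antigens, 59 ribosomal proteins and 40 proteasome genes passed limma or either t-test. At an unadjusted p under 0.05 these were 1 higher and 1 lower, 1 higher, 4 higher and 7 higher, in this order. Adjusted over each list alone, 3 proteasome genes were higher, 1 unfolded protein response gene was lower and none of the antigens and ribosomal proteins passed. The camera shifts of the ribosomal proteins (adjusted p = 6.10e-04) and the proteasome (adjusted p = 6.49e-07) were lost with an estimated correlation (adjusted p = 0.67 and 0.15). Of 14 immunoglobulin genes, counted by the brightest probeset of each, 9 were lower (10 when adjusted over the list alone).

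Genes of chromosomes 5 and 15 were higher than other genes and those of chromosome 17 lower in camera (adjusted p = 0.034, 0.034 and 0.044), although the mean log2 difference was negative for all 3 (-0.04, -0.03 and -0.13). None passed with an estimated correlation (adjusted p = 0.86).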
